A study of Homo sapiens with 6 samples. Its data were reported in "Identification and interrogation of the gene regulatory network of CEBPA-double mutant acute myeloid leukemia" (2022).

How the data were processed

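RNA was measured in 6 libraries of KO52 cells, 2 each with a dominant negative C/EBP peptide, a dominant negative FOS peptide or an empty vector. Per the labels, the authors prepared libraries from total RNA depleted of ribosomal RNA, with 15 cycles of PCR, and sequenced them as paired-end reads of 75 bases. The deposited values are raw counts per gene, 1 table per library, as whole numbers with no normalization. Each table holds 60612 gene IDs and no summary rows. The aligner, the counting tool, the treatment of reads that match several genes, the use of strand and the genome build were found neither in the labels nor in the methods read here. Reads shared between near-identical genes may have been dropped or split, and values of such genes are called uncertain.

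Gene IDs were matched to GENCODE release 29 on GRCh38, which may not be the build the authors used. Of the IDs, 58394 matched, and 58477 had a symbol from that annotation or a table of gene names. Coordinates are those of this annotation, 1-based, for the matched ID. Groups and replicate numbers came from the sample titles. Total counts per library ran from 9862994 to 27663179. At 3 counts, the floor ran from 0.108 to 0.304 CPM. Where every library of 1 group was at or under the floor, the fold change is given as a bound computed against the floor on scaled library sizes. Such a bound takes the mean of the other group as exact, so it is not a confidence limit.

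Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were filtered with filterByExpr (minimum count 10), which left 15395 of 27870 genes with at least 1 count, holding at least 99.889% of the counts of each library. Libraries were scaled with TMM factors, which ran from 0.956 to 1.05. A quasi-likelihood model with robust estimation and a mean per group was fitted to all 6 libraries without covariates, giving 3 residual degrees of freedom and a common biological coefficient of variation of 0.0961. The 3 group contrasts were tested two-sided and p-values adjusted by the Benjamini-Hochberg method over all genes tested. Genes were called at an adjusted p under 0.05, and counted again with an absolute log2 fold change of at least 1. Standard errors were derived from the fitted log2 fold change and its F statistic. CPM values of tested genes use the scaled library sizes, and log2 CPM a prior count of 2. The floors printed above and the CPM values of FP236383.3 and RNA5-8SN2 use total counts.

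The genes named in the text followed a rule. It fixed FOS, CEBPA, the other tested AP-1 and C/EBP family genes, SRC and RUNX1. It then took, for each comparison with EV, the 5 largest rises and 5 largest falls. Eligible were genes past both thresholds with a mean of at least 1 CPM, a symbol, and both peptide libraries on the same side of both EV libraries. In dnCEBP 14 rises and 11 falls were eligible, and in dnFOS 59 and 146. Genes named outside this rule are said to be so. This rule, the design, the 14 gene lists and the alternatives were set before the data were examined, except the correction for GC content and length and the count of module members against random lists.

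Gene lists were tested with camera in limma 3.58.1 at a preset correlation of 0.01, with fry and an estimated correlation as alternatives. The lists were the 3 modules with their ChIP-bound subsets from the study's network, the AP-1 and C/EBP families, chemokines, granule genes, S phase, G2/M, p53 target and interferon-stimulated genes. The AP-1, C/EBP and RUNX module lists held 336, 330 and 478 genes, of which 281, 302 and 415 were tested. The lists for AP-1 and C/EBP are somewhat shorter than the study's counts of connections to targets, for a reason not examined here. CEBPE stands in both the C/EBP family and the granule list. The correlation of effects was set beside 50 data sets of simulated counts with no group effect, and 20 of these were refitted.

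Each result was recomputed under other settings. These were no low-count filter, a mean of at least 1 CPM, median-of-ratios size factors, library totals alone, 5 features holding over 1% of any library left out, only the 4 libraries of the groups compared, DESeq2 1.42.0, limma-voom, the replicate number as a block, each library left out in turn, and a test against a 1.5-fold change. Fits without 1 library used the same genes, and give fold changes only. Ranges of adjusted p over the alternatives leave out the replicate block. The added setting removed, from each library, a smooth trend of log2 CPM on GC content and length.

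The scripts were tested on simulated data drawn from the means, library sizes and dispersions of the real libraries, with 200 of 15395 genes changed in dnFOS alone, by 2-fold or 4-fold. edgeR called 157 of the 200 with 8 unchanged genes, and 1 gene in dnCEBP, where none had changed. It called 72% of the 2-fold and 85% of the 4-fold changes. With a GC trend simulated over 15395 genes and no gene changed, 2489 genes were called before the correction and 3 after. A list of 30 raised genes had a camera p of 6.93e-93 and one of 30 unchanged genes 0.527.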

Results

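Gene expression was measured by total RNA sequencing in KO52 cells, an established acute myeloid leukemia line that carries mutations on both alleles of CEBPA. The cells carried a doxycycline-inducible lentiviral vector. One vector encoded a dominant negative C/EBP peptide (dnCEBP) and one encoded a dominant negative FOS peptide (dnFOS). C/EBP and AP-1 proteins act as dimers, and a dimer that holds such a peptide cannot sit on its DNA site. The third vector was an empty vector control (EV). Each of the 3 groups held 2 libraries, so the 6 libraries gave 2 replicates per group. The 2 comparisons with EV ask which genes change when DNA binding by either family is blocked. The comparison of dnFOS with dnCEBP asks where the effects of the peptides differ. The study found slower growth of KO52 cells under both peptides and proposes that expressing them is toxic. Changes that follow from slower growth or toxicity cannot be told apart here from direct effects of lost binding.

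The libraries differed in depth. The total count was 27663179 and 21681121 in the dnCEBP libraries, 14583615 and 9862994 in the dnFOS libraries, and 24479677 and 22056069 in the EV libraries. A count of 3, taken here as the floor, was worth 0.108 CPM (counts scaled to library size) in the deepest library and 0.304 CPM in the shallowest. Intervals and floors of this kind cover counting error only, since PCR copies were not marked by molecular identifiers. The mitochondrial ribosomal RNA MT-RNR2 took between 21.7% and 22.3% of the counts of each library. The signal recognition particle RNA gene RN7SL1 took between 7.75% and 7.94% in the dnCEBP and EV libraries and 6.12% and 4.31% in the dnFOS libraries. After filtering, 15395 genes were tested. The log2 CPM values of replicates correlated across genes with Pearson's r of 0.985 in EV, 0.987 in dnCEBP and 0.981 in dnFOS, and genes are not independent replicates. Libraries of different groups correlated with r between 0.968 and 0.986. The counts of the 2 replicates differed by more than sampling noise in each group, with a chi-square per degree of freedom of 8.27, 9.33 and 15.8 in EV, dnCEBP and dnFOS. The first principal component held 40.1% of the variance, with the dnFOS libraries at 26.6 and 49.6 and the other 4 libraries between -23.4 and -13.7.

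FOS and CEBPA, the genes whose families the peptides target, were examined first in each library. FOS (ENSG00000170345; GRCh38 chromosome 14, 75278774 to 75282230) had 528 and 635 counts in the EV libraries, 666 and 459 in dnCEBP and 475 and 269 in dnFOS. This was 25.6 ± 4.89 CPM in EV, 23.4 ± 1.76 in dnCEBP and 28.5 ± 3.48 in dnFOS (SD, n = 2). FOS was not called in either comparison with EV by edgeR's quasi-likelihood test, with a log2 fold change of -0.13 ± 0.14 (SE; Benjamini-Hochberg adjusted p = 0.777) in dnCEBP and 0.16 ± 0.14 (adjusted p = 0.488) in dnFOS. Leaving out EV replicate 2 turned the dnCEBP value to 0.075, and leaving out EV replicate 1 turned the dnFOS value to -0.024. CEBPA (ENSG00000245848; chromosome 19, 33299934 to 33302564) had 9361 and 8333 counts in EV, 10517 and 7139 in dnCEBP and 7322 and 4957 in dnFOS. Its level was 387.1 ± 7.94 CPM in EV, 366.9 ± 31.5 in dnCEBP and 478.0 ± 1.76 in dnFOS (SD, n = 2). CEBPA was higher in dnFOS than in EV by 0.30 ± 0.09 on the log2 scale (SE; edgeR adjusted p = 0.0145), and by 0.59 with a GC content and length trend removed (adjusted p from 7.99e-07 to 0.0171 over the alternatives). It did not differ in dnCEBP (log2 fold change -0.08 ± 0.09, edgeR adjusted p = 0.787), where its sign turned to 0.15 with that trend removed and to 0.008 without dnCEBP replicate 2. These values do not measure the peptides. How much of a vector's transcript is counted as FOS or as a C/EBP gene was not analysed here, so the 2 genes neither check the labels nor show how strongly the peptides were expressed.

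**Figure D1:**
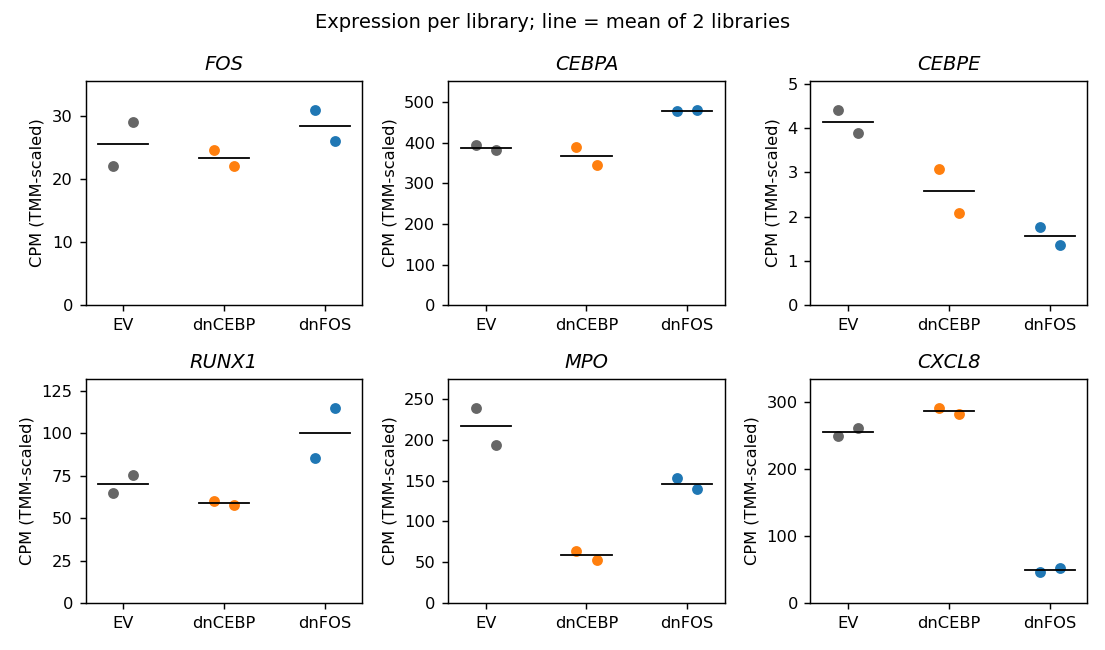
Normalized expression of 6 genes in each library, in CPM scaled by TMM factors on a linear axis from 0, for EV, dnCEBP and dnFOS. Points are single libraries and lines are means of n = 2, and CXCL8 was chosen after its values were seen, at 46.6 and 51.9 CPM in dnFOS against 249 and 261 in EV.

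The dnCEBP and EV libraries were then compared to find the genes that change, directly or not, under the C/EBP peptide. Of the 15395 genes, 165 had an adjusted p under 0.05, of which 96 were higher and 69 lower in dnCEBP. With a trend on GC content and gene length removed, a setting chosen after seeing the data, the count rose to 286, and 148 of the 165 were among them. Among the 165, 17 genes were upregulated and 12 downregulated at least 2-fold. The 15395 genes also included 1835 with an unadjusted p under 0.05, where 770 are the number that chance gives. The median size of the log2 fold change among the called genes was 0.55, so most differences were below 2-fold.

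Among the genes eligible for naming, which had to pass both thresholds, the one that fell most in dnCEBP was MPO, which encodes the granule enzyme myeloperoxidase (ENSG00000005381; chromosome 17, 58269856 to 58280935). MPO was at 216.6 ± 31.9 CPM in EV and 58.2 ± 7.43 CPM in dnCEBP (SD, n = 2), a log2 fold change of -1.89 ± 0.10 (SE; edgeR adjusted p = 5.03e-13). The other 4 of the 5 largest falls were RAB7B (-1.88), CCDC78 (-1.76), PRAM1 (-1.62) and RNASE2 (-1.47) in log2 fold change, with edgeR adjusted p between 0.00468 and 0.0488. RAB7B, CCDC78 and PRAM1 had 12 to 22 counts in each dnCEBP library and lost their calls under at least 1 other setting, with adjusted p from 0.00239 to 0.0534 for RAB7B, 0.0144 to 0.112 for CCDC78 and 0.0238 to 0.142 for PRAM1 over the alternatives. The largest rise among eligible genes was that of CSMD3 (ENSG00000164796; chromosome 8, 112222928 to 113437099), from 3 and 8 counts in EV to 71 and 50 counts in dnCEBP. Its log2 fold change was 3.35 ± 0.55 (SE; edgeR adjusted p = 0.000778), and it was 2.76 without EV replicate 1 and 4.25 without EV replicate 2. The rises of AC011139.1 (1.81), KIAA0087 (1.57), STXBP5-AS1 (1.56) and THBS1 (1.52) followed in log2 fold change, with edgeR adjusted p between 0.000112 and 0.0151. STXBP5-AS1 lies antisense to another gene, and the labels do not say whether the counting used strand, so its value is uncertain. It also lost its call in DESeq2, with adjusted p from 0.00116 to 0.0564 over the alternatives.

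The dnFOS libraries were compared with EV to find the genes that change, directly or not, under the FOS peptide. This comparison gave 2309 genes with an adjusted p under 0.05, 1115 higher and 1194 lower in dnFOS. The genes upregulated at least 2-fold numbered 93 and those downregulated at least 2-fold 178, so 65.7% of the 271 genes past both thresholds were lower. Scaling by library totals alone moved that share to 46.9%, and took the share of lower genes among all calls from 51.7% to 26.2%. It also moved the median log2 fold change of all genes from 0.00 to 0.10, so fold changes under that scaling are to be read against this shift. Of the 271 genes, 65 had a mean below 1 CPM. An unadjusted p under 0.05 was found for 4291 genes.

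**Figure D2:**
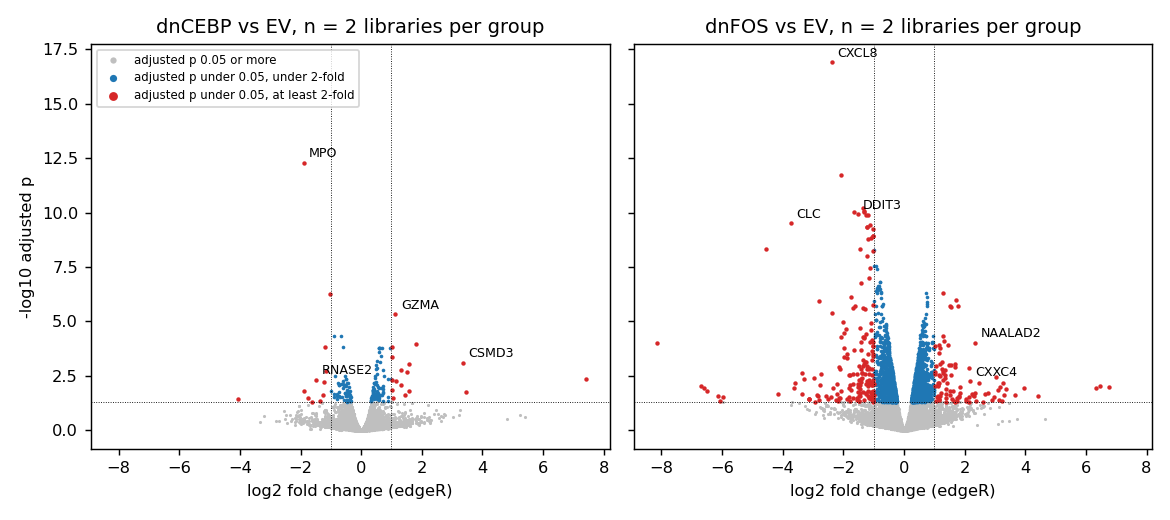
Log2 fold change against EV (x axis) and -log10 of the adjusted p (y axis) of the 15395 tested genes for dnCEBP and dnFOS, with dotted lines at an adjusted p of 0.05 and at a 2-fold change. The left panel holds 165 genes past the adjusted p threshold and the right panel 2309; the fitted changes farthest from 0 belong to genes with few or no counts in 1 group and are not measured folds.

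Among eligible genes, the largest fall in dnFOS was that of RN7SL128P (log2 fold change -4.56). This is a pseudogene of the RN7SL family, whose copies share reads, so the value is uncertain. CLC, which encodes the Charcot-Leyden crystal protein (ENSG00000105205; chromosome 19, 39731250 to 39738028), fell from 10.5 ± 0.62 CPM in EV to 0.81 ± 0.22 CPM in dnFOS (SD, n = 2). Its log2 fold change was -3.74 ± 0.30 (SE; edgeR adjusted p = 3.08e-10). ANXA8 was at 1 and 3 counts in dnFOS and at least 5.32-fold lower than in EV (edgeR adjusted p = 0.00404), against the mean floor of both dnFOS libraries. Its fitted log2 fold change was -2.13 without dnFOS replicate 1 and -4.19 without dnFOS replicate 2, so its size rests on few reads. A near-identical copy also shares reads with it, which makes the value uncertain. AC006369.1, an antisense gene and so uncertain, followed at a log2 fold change of -2.81 (edgeR adjusted p = 1.15e-06). SEC14L2 was at 3 counts in each dnFOS library and at least 6.55-fold lower (edgeR adjusted p = 0.00259). Its counts equal the floor, so this bound is the ratio of the observed means and not a cautious one, and the fitted log2 fold change was -2.42 without dnFOS replicate 1. The 5 largest rises among eligible genes were those of NAALAD2 (2.34), CXXC4 (2.18), GPR63 (2.15), AC015883.1 (1.85) and PTENP1-AS (1.84) in log2 fold change, with edgeR adjusted p between 9.54e-05 and 0.0191. These 5 genes had 22 to 60 counts in each dnFOS library. AC015883.1 had 4 and 26 counts in the EV libraries and a log2 fold change of 3.79 without EV replicate 2, so its size of change rests on 1 library. GPR63 was at 3.11 without EV replicate 1, and PTENP1-AS is an antisense gene whose counting is uncertain.

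The other genes fixed in advance were CEBPE, SRC and RUNX1. CEBPE (ENSG00000092067; chromosome 14, 23117304 to 23119616) had 105 and 85 counts in EV and 27 and 14 in dnFOS. Its level fell from 4.15 ± 0.36 CPM to 1.56 ± 0.29 CPM (SD, n = 2), a log2 fold change of -1.39 ± 0.33 (SE; edgeR adjusted p = 0.00396). In dnCEBP it was -0.67 ± 0.28 (edgeR adjusted p = 0.32), and the direct comparison of dnFOS with dnCEBP did not separate them (-0.71 ± 0.34, adjusted p = 0.167). In fits without 1 library the dnCEBP value ran from -0.998 to -0.434 and the direct one from -0.954 to -0.391. SRC (ENSG00000197122; chromosome 20, 37344685 to 37406050) had 25 and 19 counts in EV and 2 counts in each dnFOS library. Against the floor it was at least 3.95-fold lower in dnFOS, a bound without the error of the EV counts. The fitted log2 fold change was -2.57 ± 0.81 (SE; edgeR adjusted p = 0.0277). DESeq2 and limma-voom did not make this call, and the adjusted p ran from 0.0262 to 0.0721 over the alternatives. In dnCEBP the log2 fold change of SRC was -0.19 ± 0.56 (edgeR adjusted p = 0.934), and 0.11 without dnCEBP replicate 2. RUNX1 (ENSG00000159216; chromosome 21, 34787801 to 36004667) was at 70.2 ± 7.12 CPM in EV, 58.8 ± 1.69 in dnCEBP and 100.3 ± 20.9 in dnFOS (SD, n = 2). It was higher in dnFOS than in EV by 0.51 ± 0.11 on the log2 scale (SE; edgeR adjusted p = 0.00287), and by 0.285 without dnFOS replicate 2. It was not called in dnCEBP (-0.255 ± 0.11, edgeR adjusted p = 0.352), where it ran from -0.355 to -0.154 in fits without 1 library.

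Of the 15 AP-1 and C/EBP family genes tested, FOS, CEBPA and CEBPE included, none was called in dnCEBP, where the smallest edgeR adjusted p was 0.174, and 1 was called with the GC content and length trend removed. Adjusted over the list alone, the count was also 0, with an unadjusted p under 0.05 for 2. Log2 fold changes ran from -1.03 to -0.04. In dnFOS 6 were called, and 7 adjusted over the list alone. DDIT3 fell most, from 68.6 ± 6.14 to 23.7 ± 1.34 CPM (SD, n = 2), with a log2 fold change of -1.53 ± 0.12 (SE; edgeR adjusted p = 1.16e-10). ATF3 (-1.49), JUNB (-0.71) and BATF (-0.53) were also lower in log2 fold change, with edgeR adjusted p of 0.0272, 0.0105 and 0.0279, besides CEBPE. CEBPA was the 1 member called higher. ATF3 lost its call in DESeq2 and limma-voom, with adjusted p from 0.0212 to 0.0798 over the alternatives. BATF lost it under 4 alternatives (0.0156 to 0.263), and JUNB with the GC content and length trend removed (0.00353 to 0.118).

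A set of 14 gene lists was tested with camera at a preset correlation of 0.01. The lists held the targets assigned to the AP-1, C/EBP and RUNX modules of the study's gene regulatory network, with and without ChIP peaks, and 8 shorter lists. The Benjamini-Hochberg adjustment covered 28 tests. The AP-1 module (281 genes tested) had a median log2 fold change of 0.01 in dnFOS (camera adjusted p = 0.936), with 139 members lower and 142 higher. The C/EBP module (302 genes) had a median of -0.01 in dnCEBP (adjusted p = 0.794), with 159 lower and 143 higher. The RUNX module (415 genes) had medians of -0.02 in both. These medians are close to 0, and that of the C/EBP module turned to 0.014 without dnCEBP replicate 1 and that of the AP-1 module to -0.014 with the GC content and length trend removed, while all 6 module lists lay above 0 in dnFOS under library totals, 5 of them after a change of sign (0.065 to 0.088). No module and no ChIP-bound subset passed the threshold in either comparison, with camera adjusted p from 0.794 to 0.994. This tests a net shift of a list in 1 direction, and called members went both ways. In dnFOS 21 of the 54 called members of the AP-1 module were lower, and in dnCEBP 5 of the 10 of the C/EBP module. Medians near 0 thus do not show that the targets did not respond. The study built the network from patient data, while these libraries are of KO52 cells. In dnFOS 19.2% of the AP-1 module, 25.2% of the C/EBP module and 16.9% of the RUNX module were called at an adjusted p under 0.05. In dnCEBP the shares were 1.8%, 3.3% and 1.7%. Adjusted over the list alone, the calls in dnFOS were 56 in the AP-1, 85 in the C/EBP and 78 in the RUNX module, against 54, 76 and 70 over all genes tested.

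Of the shorter lists, 15 granule genes were lower under both peptides. Their median log2 fold change was -1.14 in dnCEBP (camera adjusted p = 2.44e-18) and -1.07 in dnFOS (1.5e-08), and 14 of the 15 were lower in each. The median in dnFOS was also -1.07 with the 3 members at the floor set to their bounds. In dnCEBP 4 members were called, and 8 adjusted over the list alone. In dnFOS 11 were called, and 13 adjusted over the list alone. The 12 chemokine genes tested had a median of -0.94 in dnFOS (camera adjusted p = 5e-14), with 10 of 12 lower, and 0.08 in dnCEBP (0.927). In dnFOS 6 were called, and 8 adjusted over the list alone. In dnCEBP 1 was called, as lower, and 2 adjusted over the list alone. The dnCEBP median was -0.025 without EV replicate 2 and -0.006 with the GC content and length trend removed. CXCL8 had a log2 fold change of -2.38 ± 0.09 in dnFOS (SE; edgeR adjusted p = 1.27e-17), and CXCL8, CCL2 (-1.01) and CXCL2 (-0.88 log2 fold change) were named after their values were seen. CCL3 and CCL3L1, like CCL4 and CCL4L2, are near-identical copies that share reads, so their separate values are uncertain. The study named chemokines, SRC and CEBPE from these same libraries, so these lists and genes are not independent evidence.

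The 6 tested C/EBP family genes had medians of -0.30 in dnCEBP (camera adjusted p = 0.00574) and -0.46 in dnFOS (0.0017), the latter -0.73 without dnFOS replicate 1 and -0.29 without dnFOS replicate 2. With the GC content and length trend removed, the C/EBP family lost its calls in both, with adjusted p from 0.00478 to 0.292 in dnCEBP and 0.000945 to 0.22 in dnFOS over the alternatives. The 30 interferon-stimulated genes were higher in dnCEBP with a median of 0.195 (0.000188), or 0.125 without dnCEBP replicate 1, and reached 0.17 in dnFOS (0.097). The 43 S phase genes were higher in dnFOS (median 0.14, camera adjusted p = 0.00416), at 0.209 without EV replicate 1 and 0.077 without dnFOS replicate 1, and not in dnCEBP (0.02, 0.99). Members called over all genes tested, and adjusted over the list alone, numbered 7 and 9 for S phase genes and 3 and 4 for the C/EBP family in dnFOS, and 1 and 4 for interferon-stimulated genes in dnCEBP. The 54 G2/M genes had medians of -0.01 in dnCEBP (0.99) and -0.145 in dnFOS (0.0603), and passed in dnFOS with only the 2 groups compared and with the trend removed (0.000119 to 0.732 over the alternatives). The 9 AP-1 family genes had medians of -0.14 (0.097) and 0.06 (0.781), the former from -0.293 to -0.054 and the latter from -0.094 to 0.058 in fits without 1 library. With the GC content and length trend removed their median in dnFOS was 0.266 (0.876). The 22 p53 target genes had medians of 0.02 (0.99) and -0.12 (0.229), the latter from -0.199 without dnFOS replicate 2 to -0.059 without dnFOS replicate 1. Under fry, a rotation test, granule genes passed in both comparisons (adjusted p = 0.00744 in each), as did interferon-stimulated genes. The C/EBP family (0.0181) and chemokines (0.00744) passed in dnFOS, and the C/EBP family in dnCEBP (0.0694) and the S phase genes in dnFOS (0.0694) did not. With the correlation estimated for each list, none of the 28 tests passed, 5 had an unadjusted p under 0.05, and the smallest camera adjusted p was 0.0645 for granule genes in dnCEBP.

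**Figure D3:**
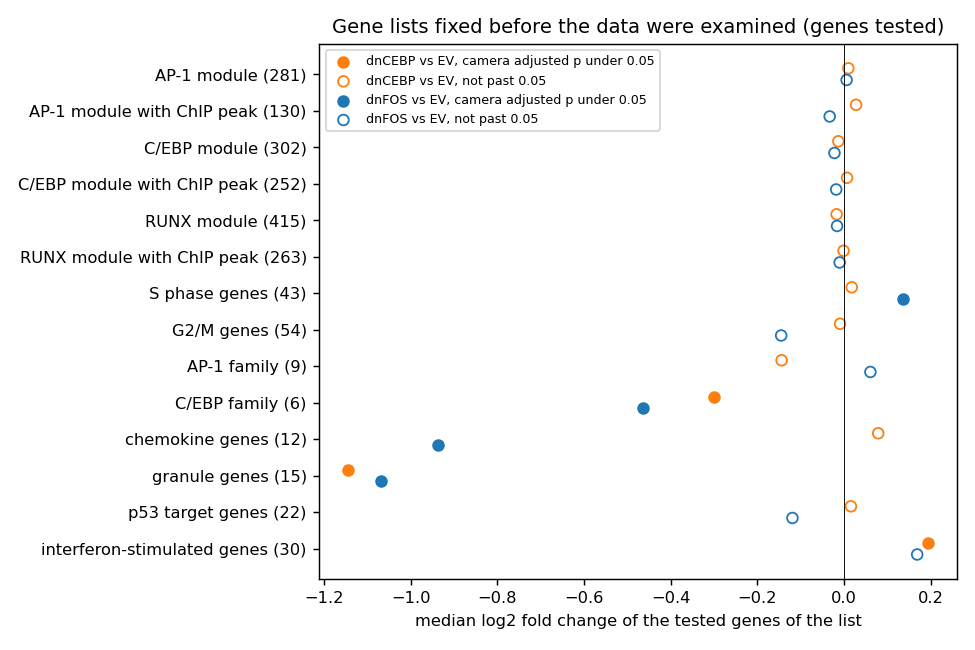
Median log2 fold change against EV (x axis) of the tested genes of each of the 14 lists, with their number in parentheses, for dnCEBP (orange) and dnFOS (blue). Filled points passed an adjusted p of 0.05 in camera at the preset correlation; the 6 module lists lie near 0 and the granule genes lie at -1.14 and -1.07.

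The peptides were then compared with each other. Between dnFOS and dnCEBP, 2259 genes had an adjusted p under 0.05, 105 of them upregulated and 237 downregulated at least 2-fold in dnFOS, and the share of lower genes among the calls went from 53.4% to 25.4% under library totals. RUNX1 was higher in dnFOS than in dnCEBP by 0.76 ± 0.11 on the log2 scale (SE; edgeR adjusted p = 3.53e-05), and CEBPA by 0.38 ± 0.09 (adjusted p = 0.00232). MPO was higher in dnFOS than in dnCEBP by 1.33 ± 0.10 (edgeR adjusted p = 2.1e-10), although lower than in EV in both. CLC was lower in dnFOS than in dnCEBP by a log2 fold change of -2.58 ± 0.32 (edgeR adjusted p = 9.56e-07). The chemokine list was lower in dnFOS (median -0.91, camera adjusted p = 9.71e-15, 12 of 12 lower), and passed under fry (0.0132) but not with an estimated correlation (0.0963).

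Both comparisons with EV called 70 genes, 38 in the same direction and 32 in opposite directions. The genes called in both numbered 115 with no low-count filter, 116 with only the 2 groups compared, and 129, of which 64 in opposite directions, with the GC content and length trend removed. The log2 fold changes of the comparisons correlated across 15395 genes with Spearman's rho of 0.314, and genes are not independent replicates. Because both use the same EV libraries, a correlation arises with no effect at all. Counts simulated for all 6 libraries with no group effect, the simulated EV libraries being shared, gave a mean of 0.428, between 0.412 and 0.444 in 50 data sets. The observed correlation was below these values. The simulated data held no peptide effect, and effects unrelated to each other would also lower the correlation. The lower value therefore does not show that the effects of the peptides oppose each other. With a different EV library for each peptide, the correlation was 0.104 and 0.027 in the 2 possible pairings, against simulated means of 0.001 and 0, and -0.011 and -0.075 with the GC content and length trend removed. With shared EV libraries it ranged from 0.215 to 0.467 in fits without 1 library. No value without effect was simulated for these fits, so that range cannot be read against 0.428. In 20 of the simulated data sets a mean of 2.2 genes were called in dnCEBP vs EV, and of the 134.4 genes with an unadjusted p under 0.05 in both comparisons 0.6% had opposite signs, against 24.5% of 781 genes observed.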

Values the study reported

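In KO52 cells with the dominant negative FOS peptide, the study reported 288 differentially regulated genes, and 180 of them were downregulated. For open chromatin, measured by another assay in the same setting, it reported 191 regions gained and 857 lost.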

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

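All tests of technical explanations in this part were chosen after the results they concern were seen.

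In both comparisons with EV, 32 genes were called with opposite signs. Their calls in dnFOS vs dnCEBP follow from that selection and add no support. Of the 32, the genes with at least a 2-fold change in both numbered 3. They were CD36, GZMA and HSPA6, named after their values were seen. CD36 was 1.32 in dnCEBP and -1.98 in dnFOS in log2 fold change, GZMA 1.13 and -1.08, and HSPA6 1.01 and -1.16. HSPA6 lost its call in dnCEBP under DESeq2 (adjusted p = 0.0501, from 0.000595 to 0.0501 over the alternatives), and lay in dnFOS from -1.74 without dnFOS replicate 1 to -0.83 without dnFOS replicate 2. It was 0.83 in dnCEBP without EV replicate 2, and -0.96 in dnFOS with the GC content and length trend removed. GZMA was -0.97 in dnFOS without dnFOS replicate 2, so of the 3 genes only CD36 kept a 2-fold change in both comparisons in each of these fits. HSPA1A and HSPA1B, also among the 32, share reads as near-identical copies. Shared control libraries make opposite signs rarer: among genes with an unadjusted p under 0.05 in both, 24.5% had opposite signs, against 0.6% in 20 simulated data sets without effect. The GC content and length trend does not account for them, since 29 of the 32 were still called in both, in the same opposite directions, after its removal, when 64 genes in all were. RNA from T or NK cells in the dnCEBP libraries was tested because GZMA and TRDC are among the genes. Of 18 marker genes written for the test, 12 were tested outside the pattern. Their median log2 fold change in dnCEBP was 0.27 against 1.13 for GZMA, which is 1 of the 3 largest rises among the 32. Of the 12, 9 were higher, none was called, and 7 had an unadjusted p under 0.05, CST7 and NKG7 among them as lower. GZMA went from 17.4 to 38.1 CPM, while IL32 went from 0.27 to 1.13 CPM, TRAC from 1.97 to 3.18, CCL5 from 4.42 to 5.22, NKG7 from 29.6 to 24.3 and CST7 from 152 to 121. CD3D (118 to 146 CPM, edgeR adjusted p = 0.0962) and KLRB1 (8.26 to 13 CPM, 0.0617) rose, as such cells would make them. In EV 10 of the 12 were at 1 CPM or more, and whether KO52 cells or such RNA in every library gave these levels was not tested. Such cells would bring their abundant transcripts together, and IL32, TRAC and CCL5 gained little in CPM from low levels in EV. Yet these genes, CD2 and CD3D had opposite signs under the peptides, as the pattern has. Their dnFOS log2 fold changes were -1.142 (IL32), -0.941 (TRAC), -0.699 (CCL5), -0.165 (CD2) and -0.282 (CD3D). IL7R, TRBC2, PRF1 and KLRB1 were higher in both, and CD7, CST7 and NKG7 lower in both. Because the markers go both ways, they do not decide whether such cells are a source of the pattern. By the paper's account, cells of this line were sorted for GFP before RNA sequencing, a step that selects against cells without a vector. How complete that sorting was is not known here. A biological difference between the peptides stays open as a hypothesis, found and tested on the same 6 libraries.

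CEBPA and RUNX1 were called higher in dnFOS than in EV and not called in dnCEBP, and differed in the direct comparison by 0.38 and 0.76 on the log2 scale. With the GC content and length trend removed, the values were 0.44 (edgeR adjusted p = 4.26e-05) and 0.69 (0.000299), so the trend is not the whole cause. Against EV, the small change of CEBPA in dnCEBP itself turned from -0.08 to 0.15 under this correction, called in neither. RUNX1 was 0.54 without dnFOS replicate 2 and 0.97 without dnFOS replicate 1. Both genes had 1190 counts or more in each library, and no other technical explanation was tested. A biological difference between the peptides stays open.

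The chemokine list had a median of -0.91 in dnFOS vs dnCEBP. Against EV it was lower in dnFOS, and in dnCEBP its median of 0.08 was not called and changed sign with the GC content and length trend removed (-0.006) and without EV replicate 2 (-0.025). The direct median stayed at -0.77 with the GC content and length trend removed. Reads shared between copies do not account for it, because without CCL3, CCL4 and their copies the 8 remaining genes had a median of -0.86. With all libraries thinned to 9862994 counts, the highest median in 5 draws was -0.86, which speaks against depth. Camera with an estimated correlation did not pass, and the cause was not tested. A biological difference between the peptides stays open as a hypothesis on the same data.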

How the results depend on the processing

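The number of genes with an adjusted p under 0.05 in dnFOS vs EV and in dnFOS vs dnCEBP stayed within 1.5 times its value under each setting, from 1717 to 3172 and from 1678 to 3013. In dnCEBP vs EV it rose from 165 to 255 with no low-count filter, 257 with only the 2 groups compared and 286 with the GC content and length trend removed, and was 123 in DESeq2. Calls shared with the 165 were all 165 in the first 2 of these and 148 in the third. In dnFOS vs EV the trend correction gave 1993 calls, of which 1337 were among the 2309. The cause was not tested, except that the correction removes a trend whose median effect in dnFOS was 0.196 in the 3809 genes lowest in GC content and -0.205 in the 3805 highest. All effects of this correction were examined after seeing the data.

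Genes upregulated at least 2-fold were fewer in dnCEBP vs EV under library totals alone (11) and more in dnFOS vs EV (144) and dnFOS vs dnCEBP (184). This scaling raised the median of all genes by construction, to 0.10 in dnFOS vs EV and 0.145 in dnFOS vs dnCEBP, and cut the share of lower genes among calls from 51.7% to 26.2% and from 53.4% to 25.4%. DESeq2 gave 7 downregulated genes in dnCEBP vs EV and 67 upregulated in dnFOS vs dnCEBP. Tested against a 1.5-fold change, a stricter test by construction, 4 were upregulated and 2 downregulated in dnCEBP vs EV, 10 and 57 in dnFOS vs EV, and 21 and 132 in dnFOS vs dnCEBP. In fits without 1 library, all called genes kept their direction. From 12 to 17 and from 10 to 12 of the 2-fold genes kept a 2-fold change in dnCEBP vs EV, from 74 to 89 and from 151 to 162 in dnFOS vs EV, and from 77 to 100 and from 214 to 222 in dnFOS vs dnCEBP.

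The replicate numbers were not treated as pairs, because deviations of same-numbered libraries from their group means correlated at 0.017, 0.028 and 0.088. A smaller shift shared by number is not excluded, since the second principal component was lower in replicate 2 than in replicate 1 of each group (-34.7 and -7.9 in dnCEBP, -6.1 and 11 in dnFOS, 13.5 and 24.2 in EV). With a replicate block, the calls were 488 in dnCEBP vs EV, 3172 in dnFOS vs EV and 3013 in dnFOS vs dnCEBP, and 20 genes were downregulated at least 2-fold in dnCEBP vs EV. Both comparisons with EV then called 234 genes, 75 of them in opposite directions. The median of the RUNX module with ChIP peaks in dnCEBP was 0.004 with the block.

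The 3 lists called in dnCEBP vs EV and the 4 in dnFOS vs EV came to 0 and 0 in camera with estimated correlation. For granule genes the estimate was -0.022 in dnCEBP and -0.041 in dnFOS, below the preset 0.01. For interferon-stimulated genes in dnCEBP it was -0.022. A higher correlation between genes is thus not why these lists lost their calls. In the remaining called lists the estimate lay above the preset, from 0.023 to 0.067. The cause was not tested further. Small list medians changed sign, none with an adjusted p under 0.05. Under library totals alone in dnCEBP, these were the AP-1 module (-0.013), the C/EBP module with ChIP peaks (-0.016), S phase genes (-0.004) and p53 targets (-0.008). In dnFOS they were the AP-1 module with ChIP peaks (0.065), the C/EBP module (0.076), its ChIP subset (0.080), the RUNX module (0.082) and its subset (0.088), each under the shift of 0.10 in all genes. With median-of-ratios factors the AP-1 module in dnFOS was at 0 and the RUNX subset in dnCEBP at 0.004. With only the 2 groups compared, the AP-1 module in dnFOS was -0.004 and the C/EBP subset in dnCEBP 0. With the trend removed, the AP-1 module in dnFOS was -0.014, the C/EBP subset in dnCEBP -0.010, the RUNX subset 0.003, the chemokines -0.006, and CEBPA in dnCEBP 0.15.

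Fits without 1 library moved the AP-1 module from -0.001 to 0.008 in dnFOS and from -0.016 to 0.006 in dnCEBP, and the C/EBP module from -0.033 to 0.014 in dnCEBP. In dnFOS they moved the C/EBP subset from -0.022 to 0.004, the RUNX module from -0.036 to 0.003 and the AP-1 family from -0.094 to 0.058. In dnCEBP they moved the C/EBP subset from -0.018 to 0.025, S phase genes from -0.023 to 0.079, G2/M genes from -0.061 to 0.044 and chemokines from -0.025 to 0.133. FOS lay from -0.311 to 0.075 in dnCEBP and from -0.024 to 0.355 in dnFOS. In dnCEBP, CEBPA lay from -0.168 to 0.008 and SRC from -0.609 to 0.108.

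The correlation of effects fell to 0.104 and 0.027 with a separate EV library for each peptide, by construction. It lay from 0.215 to 0.467 in fits without 1 library, for which no value without effect was simulated. Over all alternatives, 23 values of named genes lost their call, 1 gained one, 5 changed sign and 6 moved by more than the spread of replicates, against 675 that did none of these. Among those of the lists, 11 lost their call, 3 gained one, 27 changed sign and 20 moved, against 251. These list counts leave out the AP-1 module in dnFOS and the C/EBP module in dnCEBP, whose changes are given above. The weaker gene calls included low-count genes such as PRAM1, CCDC78 and ATF3.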

Other observations

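The tests of library depth, whole chromosomes, splits of the libraries and ribosomal RNA were set before their results were seen. Those of granule genes against separate EV libraries and of modules against random lists were chosen after, as was the simulation without effect. The correction for the GC content and length trend was chosen after seeing the data.

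Past the adjusted p threshold, 2309 genes differed in dnFOS vs EV, and 271 of them at least 2-fold. The former count is above the one the study gives and the latter close to it, and they differ by a fold cutoff.

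More genes were called in dnFOS vs EV than in dnCEBP vs EV, although the dnFOS libraries were the shallowest. With all libraries thinned to 9862994 counts, dnFOS vs EV had at least 14.3 times as many calls in each of 5 draws, so depth does not explain it. With the GC content and length trend removed the ratio was still 6.97. The chromosome median farthest from that of all genes was 0.13 (chromosome 4), which argues against a changed chromosome number. Of the 3 splits of the 4 dnFOS and EV libraries, 1 gave as many calls (the real one, 2403). The others gave 0, with 99 and 81 genes at an unadjusted p under 0.05. With 3 splits the share cannot go under 0.05, so this count is no test of chance. In 20 simulated data sets without effect, at most 6 genes were called in any comparison. A biological difference stays open, as does the level of each peptide, which was not analysed here.

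Granule genes were lower under both peptides. With a separate EV library for each, the highest of the 4 medians relative to all genes was -0.80, and with the GC content and length trend removed the higher of the 2 medians was -0.88. Neither shared controls nor the trend account for the fall. A shared biological effect of the peptides is a hypothesis on the same data.

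The C/EBP module had the largest share of called members of the 3 modules. Compared with 10000 random lists matched on mean expression, 25.2% of it was called in dnFOS against a mean of 20.2% and 3.3% in dnCEBP against 1.5%. The one-sided permutation p was 0.0167 in dnFOS and 0.0116 in dnCEBP, and 0.0501 for both when adjusted over 12 tests. Computed without random draws, the exact p was 0.0167 and 0.0125, and 0.05 for both when adjusted, so the result lies at the threshold and is left open. Under DESeq2 the unadjusted permutation p was 0.097 and 0.139, and with the replicate block 0.124 and 0.0801. In dnFOS alone it was 0.139 under library totals and 0.0505 with only the 2 groups compared. Under all other settings it stayed below 0.05. The AP-1 module in dnFOS had 19.2% against 18.9% (permutation adjusted p = 0.559). In dnCEBP it had 1.8% against 1.3% (permutation adjusted p = 0.435). There its unadjusted permutation p was 0.0285 with no low-count filter, 0.0327 with only the 2 groups compared and 0.0331 with the trend removed. Under the other settings it ran from 0.0579 to 0.351. In dnCEBP a raised share was thus not confined to the C/EBP module under every setting. The random lists treat genes as independent.

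The 13 mitochondrial protein-coding genes were higher in dnFOS vs EV, 13 of 13, with a median log2 fold change of 0.54, and lower in dnCEBP, 13 of 13, with -0.40. They took 0.823% and 0.869% of the counts in the dnFOS libraries and 0.471% to 0.608% in the others. Of the 13 genes, 11 were called in dnFOS and 2 in dnCEBP. The directions were the same with median-of-ratios factors (0.54 and -0.39) and under library totals (0.64 and -0.42). With the GC content and length trend removed the median in dnFOS was 0.65, so the trend does not account for it. Other differences in library preparation between the groups, and a biological one, stay open.

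FP236383.3, a long noncoding RNA feature on chromosome 21 (8437629 to 8438551), varied widely within groups. It was at 39.6 and 1021 CPM in dnCEBP, 2852 and 13187 in dnFOS and 113.7 and 1629 in EV, the higher value being replicate 2 in each of the 3 groups. It rose and fell with 3 features of the same length on that chromosome over the 6 libraries (Pearson's r = 0.993, exact permutation p = 0.00139, adjusted 0.00278; Spearman's rho = 1, exact p = 0.00278, adjusted 0.00556; 2 relations tested, two-sided). Without the 2 libraries farthest from the median, r was 0.962. Copies that share reads give such a relation too. Carry-over of ribosomal RNA was tested with the annotated RNA5-8SN2 gene, and Spearman's rho was 0.393 (exact p = 0.667; Pearson's r = 0.288, exact p = 0.667). That gene was at 0 CPM in 5 of the 6 libraries, so this test could not detect ribosomal carry-over. Of the 3 features, FP236383.2 (8393419 to 8394341) lies close to RNA5-8SN2 (8395607 to 8395759). Ribosomal RNA left after depletion therefore stays a possible source of these reads, and the counts do not tell it apart from other sources.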
